A study of Drosophila melanogaster
Gallus gallus with 8 samples. Its data were reported in "R‐loop formation during S phase is restricted by PrimPol‐mediated repriming" (2018).

How the data were processed

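DRIP-seq libraries were prepared by the authors from wild type and *primpol* DT40 cells spiked with *Drosophila* S2 cells. Per the labels, DNA was sheared to a mean of 300 bp, libraries were built from 30 ng with 7 cycles of PCR, and the cells were mixed at 3.75 DT40 cells to 1 S2 cell. In the study, restriction enzymes cut the DNA before immunoprecipitation, and shearing followed elution. The authors trimmed reads with Trim Galore and aligned them with bowtie2 to the chicken genome Galgal5 and to the *Drosophila* genome. Reads with more than one match were discarded, and those from each species were set apart before peak calling. Samples were grouped by genotype and treatment from their labels.

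Peaks were called by the authors with MACS2 version 2.1.1.20160309 in broad mode, for each genotype against its own input library. Per the file headers, the q-value cutoffs were 0.05 for strong and 0.1 for weak regions, and the effective genome size was 1870 Mb. The fragment length was 183 bp in wild type and 187 bp in *primpol*. Of 54257187 wild type and 52621504 *primpol* DRIP tags, 14.4% and 15.0% were duplicates and were removed. Of 33239757 wild type and 42020261 *primpol* input tags, 30.5% and 27.9% were removed. Per the labels both DRIP replicates of a genotype belong to the same list. The file headers name a single DRIP alignment per list and do not say how the replicates were merged, so replicates could not be compared.

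The deposited signal is the fragment pileup averaged over the peak and is called height here. Per the file headers the larger of DRIP and input data was scaled down to the smaller, which multiplies the DRIP pileup by 0.498 in wild type and 0.677 in *primpol*. This was checked on the values. The lowest local background in the lists was 2.26 in wild type and 3.03 in *primpol*, equal to input tags times fragment length over genome size, and not 4.54 and 4.47 as scaling to the DRIP data would give. The deposited fold enrichment is the ratio of height to local background (lambda), each with 1 added. The deposited −log10 q-value and −log10 p-value are the peak caller's own, averaged over the peak. Heights, fold enrichments and q-values were used to describe, rank or filter peaks within a list. Heights in both lists depend on input depth and carry no spike-in scale, so a ratio of heights between the lists is given only beside its other scales.

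Lambda was computed from height and fold enrichment, and relative lambda by division by the median of the list. Overlap was counted at a minimum of 1 bp, and the counts were the same with bedtools 2.31.1. For random placement, each peak was moved to a random start on its own sequence, up to the last peak end of either list, in 100 draws with seed 11. Pairs matched 1 to 1 when each peak overlapped the other alone. Shares were given 95% Wilson intervals, and ratios of shares 95% intervals on the log scale. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Peaks were named by a rule set before the data were examined: the 3 highest peaks of each list, and among 1-to-1 pairs with a member above the median height of its list, the 3 whose height percentile rose most and the 3 whose percentile fell most.

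To scale the *primpol* list down to the wild type input depth, height and lambda were multiplied by 0.763, and the −log10 p-value was shifted by the change this makes under a Poisson model. The factor is the ratio of input tags and leaves out the small difference in fragment length. Peaks at or above the lowest −log10 p-value of the wild type list, 2.65, were kept. The functions were tested on simulated data. A planted overlap of 60.2% over 41445 peaks was recovered as 60.2%. For depth, 400000 regions with the same enrichment in both genotypes, drawn from an assumed lognormal distribution, were read at both input depths. The deeper list held 142% as many peaks as the shallower one before scaling and 101% after it.

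Alternatives covered the overlap that counts as shared, a −log10 q-value of at least 5, the 20000 peaks with the highest −log10 q-values, merging of peaks within 1 kb, assembled chromosomes only, and other columns for ranking. Overlap with genes, gene starts and gene ends, and the tests for G4 and H-DNA motifs, were planned only if an annotation and sequence of Galgal5 were given. They were not run, and gene context is not analysed here. Spike-in reads and the RNase H-treated libraries were not used here.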

Results

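DNA:RNA immunoprecipitation followed by sequencing (DRIP-seq) was performed in DT40, a B-cell line derived from chicken, to ask where DNA:RNA hybrids form in the genome and how their distribution differs when PrimPol is lost. PrimPol is a primase-polymerase that restarts DNA synthesis on single-stranded DNA ahead of a stalled polymerase. The S9.6 antibody, which binds DNA:RNA hybrids, was used to recover the hybrids. *Drosophila* S2 cells were added before the immunoprecipitation as a reference for signal between samples, at 3.75 DT40 cells to 1 S2 cell. The 8 libraries fell into 6 groups. There were 2 wild type DRIP libraries, 2 *primpol* DRIP libraries, 1 input library for each genotype and 1 RNase H-treated DRIP library for each genotype. The labels assign both DRIP replicates of a genotype to 1 list of peaks. Each list was called on a single alignment, and how the replicates entered it is not stated. No value below therefore has a replicate error, and no p-value between genotypes is given. The RNase H-treated libraries contribute no value to either list and were not analysed here.

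The depth behind the lists differed mainly in the input. The wild type list rested on 46425192 DRIP tags and 23107894 input tags after removal of duplicates. The *primpol* list rested on 44735404 DRIP tags and 30302032 input tags. Since the larger of the DRIP and input data was scaled down to the smaller, peak heights in each list were on the scale of that genotype's input. The *primpol* input held 1.31 times as many tags as that of wild type. With fragment length counted as well, its genome background was 1.34 times as high. No scaling to *Drosophila* reads was found in the heights.

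The first comparison asked how many regions were called in each genotype. The wild type list held 41445 peaks covering 53.1 Mb, and the *primpol* list held 48468 peaks covering 65.4 Mb. The *primpol* list was therefore 1.17 times as long as the wild type list. The ratio was 0.723 when the *primpol* peaks were scaled down to the wild type input depth. That scaling removes *primpol* peaks only, so it could only lower the ratio. The median peak width was 791 bp in wild type, with an interquartile range of 426 to 1579 bp. In *primpol* it was 831 bp, with an interquartile range of 448 to 1699 bp. Among peaks with a −log10 q-value of at least 5 the order of the medians changed, to 622 bp in wild type and 612 bp in *primpol*. Over pairs of peaks that matched 1 to 1 between the lists, the *primpol* peak was the wider one in 60.03% of pairs.

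Most peaks in both lists lay close to the threshold at which they were called. The scores given here are those of the authors' peak caller. The median −log10 q-value was 1.51 in wild type and 1.57 in *primpol*, where the lowest values were 1.00 in both. A −log10 q-value of at least 5 was reached by 340 wild type peaks, or 0.820% of the list, and by 535 *primpol* peaks, or 1.104%. The median peak height was 13.9 in wild type, with an interquartile range of 12.5 to 15.9, and 17.7 in *primpol*, with an interquartile range of 15.7 to 20.3. These medians were not on a common scale. Their ratio was 1.27 as deposited and 0.971 after division by the number of input tags. The median fold enrichment over input had the opposite order, at 2.55 in wild type and 2.30 in *primpol*. The deposited heights thus gave no direction for the difference between genotypes that held on all 3 scales.

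The second comparison asked to what extent the same regions were called in both genotypes. Of the wild type peaks, 28881 (69.7%) overlapped a *primpol* peak by at least 1 bp, with a 95% Wilson confidence interval of 69.2 to 70.1%. Of the *primpol* peaks, 28001 (57.8%) overlapped a wild type peak, with an interval of 57.3 to 58.2%. These intervals cover counting error only and treat peaks as independent. When the same peaks were placed at random within their chromosomes, the mean overlap was 13.8% for wild type and 11.8% for *primpol*. None of 100 random placements reached the observed share in either direction, and the highest gave 14.1% and 12.03%, respectively. The share moved most when overlap of at least 50% of both peaks was required, which left 35.6% of wild type and 30.4% of *primpol* peaks. It remained above all random placements. After the *primpol* list was scaled down to the wild type input depth, the order of the shares reversed, to 53.8% of wild type and 69.6% of *primpol* peaks.

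The overlap rose with peak height in both lists. Among the lowest 10% of wild type peaks 54.2% had a partner, compared with 87.0% among the highest 10%. The corresponding values in the *primpol* list were 29.2% and 86.2%. The lists thus differed most in peaks of low height. Heights also differed between chromosomes. The median height on chromosome Z, 9.46 in wild type and 11.2 in *primpol*, lay within the lowest group of each list. Of the Z peaks, 71.2% in wild type and 32.1% in *primpol* had a partner. How much of the lowest groups Z accounts for was not tested. From the lowest to the highest group, median width rose from 588 to 1234 bp in wild type. In *primpol* it rose from 602 to 1646 bp. Random placement was not run by group.

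**Figure D1:**
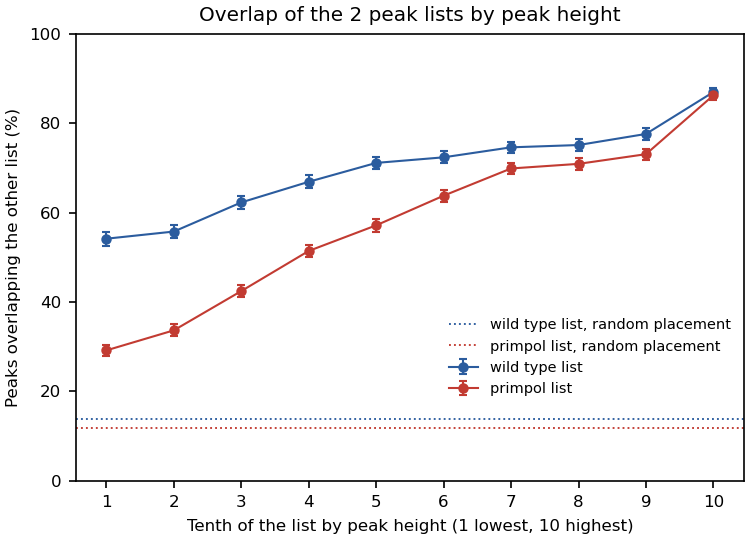
Share of peaks overlapping the other list by at least 1 bp (y axis, %) in 10 equal groups of the wild type list (blue) and the *primpol* list (red), ordered by peak height (x axis). Bars are 95% Wilson intervals and dotted lines the means of 100 random placements over each whole list; the share reaches 87.0% and 86.2% in the highest groups.

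Peaks without a partner were lower and narrower than shared peaks. The 12564 wild type peaks without a partner had a median height percentile of 37.0 within their list, against 55.4 for the shared peaks, and a median width of 482 bp against 1074 bp. The 20467 *primpol* peaks without a partner had a median percentile of 33.02 against 61.7, and a median width of 545 bp against 1317 bp. With percentiles of fold enrichment in place of height, the value for *primpol* peaks without a partner moved to 43.9. Only 4.30% of the wild type peaks and 3.26% of the *primpol* peaks without a partner were among the highest 10% of their list.

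The agreement of peak heights was examined over 22549 pairs that matched 1 to 1, with ranks taken within each list. The Spearman correlation across peaks was 0.780. Peaks are not independent replicates, so no p-value is attached. Of the columns used for ranking, the −log10 q-value gave the lowest correlation over all pairs, 0.479. The correlation was also lower within single chromosomes than across the genome, at 0.538 on chromosome 1 (5076 pairs), 0.640 on chromosome 2 (5440 pairs) and 0.325 on chromosome Z (677 pairs).

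The highest peaks by height were shared. Coordinates are those of Galgal5, and the gene context of these positions was not analysed here. The highest peak of both lists was on chromosome 5, at 36053491 to 36055044 in wild type and 36053498 to 36055066 in *primpol*. Its height was 75.8 in the wild type list and 82.9 in the *primpol* list. The next highest was on chromosome 2 in both lists, at 110603632 to 110604929 in wild type with a height of 60.8, and at 110603645 to 110605442 in *primpol* with a height of 70.2. The third wild type peak lay close by on chromosome 2 at 110598149 to 110599579, with a height of 48.2, and its *primpol* partner ranked 8 by height. The third *primpol* peak was on an unplaced sequence, at 3223 to 3753, with a height of 65.4. Its wild type partner ranked 5. By −log10 q-value these peaks ranked 1, 2 and 4 in the wild type list and 1, 3 and 8 in the *primpol* list. By fold enrichment they ranked 1, 7 and 38 in the wild type list and 32, 76 and 229 in the *primpol* list.

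Individual pairs also changed rank. Among 15727 pairs with at least 1 member above the median height of its list, the change in height percentile from wild type to *primpol* had an interquartile range of -6.30 to 15.6. The largest rise, of 86.7 percentile points, was at 25087974 to 25088300 on chromosome 4, followed by 83.9 points at 148657039 to 148657451 on chromosome 1 and 78.3 points at 101559834 to 101561045 on chromosome 3. The percentile fell by 89.2 points at 145682696 to 145682896 on chromosome 2, fell by 87.2 points at 30862766 to 30863064 on chromosome 1 and fell by 82.6 points at 170525974 to 170526331 on chromosome 1. Coordinates are those of the wild type peak. In 4 of these 6 pairs the percentile of fold enrichment moved in the opposite direction. In the pair on chromosome 4 it rose by 0.554 points, being above 98 in both lists.

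The third comparison asked whether the difference between the lists was spread evenly over the genome. On chromosomes 1 to 15 the share of *primpol* peaks was between 0.838 and 1.04 times the share of wild type peaks. Chromosome Z differed from these, with 1235 wild type peaks (2.98% of the list) and 2553 *primpol* peaks (5.27%). The ratio of the shares was 1.77, with a 95% confidence interval of 1.65 to 1.89. Chromosomes 16 to 33 together held 2104 wild type peaks (5.08%) and 1673 *primpol* peaks (3.45%). Here the ratio was 0.680, with an interval of 0.639 to 0.724. Of the 13 such chromosomes with at least 50 wild type peaks, all had a ratio between 0.39997 and 0.793, and in 12 the interval lay below 1. Among the 20000 peaks with the highest −log10 q-values in each list, the ratio was 1.44 for chromosome Z and 0.5996 for chromosomes 16 to 33. The intervals cover counting error only, and without separate replicates the difference could not be set against the spread between libraries.

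**Figure D2:**
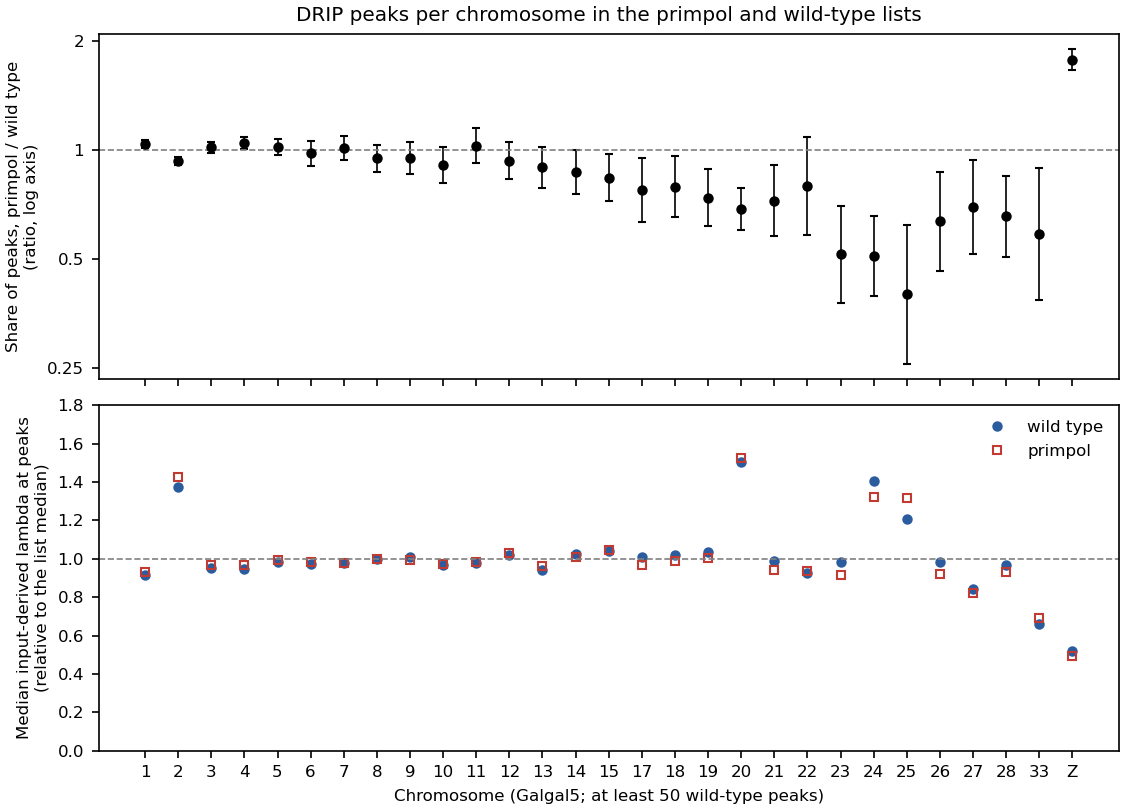
Upper panel, ratio of the share of peaks in the *primpol* list to that in the wild type list (log axis) for each chromosome with at least 50 wild type peaks, with 95% confidence intervals. Lower panel, median input-derived background (lambda) at the peaks of each list relative to the list median; chromosome Z is at 1.77 in the upper panel and at 0.522 (wild type) and 0.494 (*primpol*) in the lower.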

Values the study reported

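The study reported 41,445 DRIP peaks in wild type and 48,648 in *primpol* DT40 cells. It gave the share of peaks found in both as 84%. Peak heights in the study were normalised to *Drosophila* reads and were higher in *primpol* cells. The spike of S2 cells was stated as a ratio of 1:4.2 to DT40 cells.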

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

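The overlap of both lists lay above all 100 random placements under every alternative tried. The share of wild type peaks with a partner ranged from 35.6 to 81.2%, and that of *primpol* peaks from 30.4 to 69.6%. Which list had the higher share changed with scaling to a common depth. Scaling of the *primpol* list to the wild type input depth gave 53.8% of wild type and 69.6% of *primpol* peaks, which reverses the order of 69.7 and 57.8%. By construction this scaling removes *primpol* peaks only. Scaling of the *primpol* list to the wild type input depth, and heights divided by the number of input tags, were chosen after the data were seen. The other alternatives were set before the data were examined.

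Scaling to the wild type input depth reversed the order of the peak numbers, with a ratio of *primpol* to wild type of 0.723. Because this scaling removes *primpol* peaks only, the ratio could only fall. The ratio stayed above 1 with merged peaks, on assembled chromosomes and at a −log10 q-value of at least 5. The ratio of median heights fell from 1.27 to 0.9004 with fold enrichment and to 0.971 after division by input tags, both reversed, and was 1.30 over 1-to-1 shared peaks. The second reversal follows from the division by 1.31 times as many input tags. For the first, lambda rose more than height within pairs, by a median factor of 1.52 against 1.31.

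A −log10 q-value of at least 5 left 340 wild type peaks covering 0.370 Mb with a median width of 622 bp, and 535 *primpol* peaks covering 0.704 Mb with a median width of 612 bp. By construction this keeps few peaks. At this threshold the ratio of shares was 3.18 for chromosome Z, from 1 wild type and 5 *primpol* peaks, and 0.593 for chromosomes 16 to 33, from 15 and 14 peaks. These numbers are too small to show either difference, as both intervals include 1. Merging peaks within 1 kb gave median widths of 867 and 918 bp, and the 20000 peaks with the highest −log10 q-values had median widths of 1139 and 1317 bp in wild type and *primpol*. In those 20000 peaks the ratio of shares was 1.44 for chromosome Z and 0.5996 for chromosomes 16 to 33, with the direction kept.

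The rank correlation over shared peaks was 0.573 for fold enrichment, 0.479 for the −log10 q-value, 0.807 for pairs overlapping by at least 50% of both peaks and 0.830 at a −log10 q-value of at least 5; the cause was not tested. The median percentile of peaks without a partner was 39.0 in wild type and 43.9 in *primpol* for fold enrichment, 32.1 in wild type for the −log10 q-value, and 31.2 in *primpol* when no partner within 1 kb was allowed. All of these were below 50.

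Of the named pairs, 4 changed direction with percentiles of fold enrichment. The change was -62.2 points for the pair on chromosome 1 at 148657039, 15.5 points on chromosome 2 at 145682696, 39.0 points on chromosome 1 at 30862766 and 23.7 points on chromosome 1 at 170525974; the cause was not tested. The other named pairs kept their direction only, at 0.554 points on chromosome 4 and 28.5 points on chromosome 3. Over all 18 values tried for named peaks and pairs, 4 were the same, 10 moved and 4 reversed.

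No paired analysis was possible because each genotype has 1 list, to which the labels assign both replicates. For the same reason no replicate was left out in turn. The alternatives for genes, G4 motifs and H-DNA motifs were not run, since the comparisons they belong to were not run. These lists limit all comparisons between genotypes to differences between 2 lists, whose spread between replicates is unknown.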

Other observations

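The tests of low coverage and of a segment on chromosome Z, of the small chromosomes without lower input coverage, of the scaling of heights and of extra chromosome copies were chosen after the results were seen. Each pattern was found and tested in the same pair of lists, so each explanation is a hypothesis.

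Chromosome Z held 1.77 times as large a share of the *primpol* list as of the wild type list, and 2.07 times as many peaks. A partner in the other list was found for 71.2% of wild type and 32.1% of *primpol* Z peaks. This left 356 wild type and 1733 *primpol* Z peaks without one. Lambda, which is derived from input coverage, gave no sign of more copies of Z in the *primpol* cells. Relative lambda at Z peaks was 0.948 times the wild type value, below the range of 0.983 to 1.04 on chromosomes 1 to 15. These medians cover largely different regions, so the choice of peaks may have lowered the *primpol* value, and a small gain is not excluded. Relative lambda of at least 0.7 was found at 22 of 1235 wild type and 54 of 2553 *primpol* Z peaks. Lambda cannot fall under the genome background, and 19.8% of wild type and 12.3% of *primpol* Z peaks were within 1% of that floor, but this does not hide a gain. An amplified segment of Z is argued against, because all 21 windows of 4 Mb held more *primpol* peaks, with ratios of peak number from 1.505 to 2.78. The median ratio over the 211 windows of chromosomes 1 to 15 with at least 60 peaks was 1.15, with a range of 0.652 to 1.5. This minimum was not applied to Z, whose last window held 19 wild type and 30 *primpol* peaks. Windows of chromosomes 1 to 15 below the minimum reached 1.83 on chromosome 7, from 12 and 22 peaks. On chromosome 10 such a window reached 2.2, from 5 and 11 peaks. Among the 20000 top peaks of each list the ratio of shares fell to 1.44 but stayed above 1. That set still includes many peaks near the threshold, as the median −log10 q-values of the whole lists were 1.51 and 1.57. It therefore cannot decide whether more weak peaks in the *primpol* list contribute. Greater depth would not leave 1.77 after scaling to the wild type input depth. Low input coverage of Z was tested on peaks with a relative lambda of 0.5 to 0.7. On chromosomes 1 to 15 these numbered 1358 in wild type and 1338 in *primpol*, a ratio of 0.985 with an interval of 0.914 to 1.06. On Z the ratio in the same band was 1.51, with an interval of 1.38 to 1.66. This band held 763 of the 1235 wild type and 1155 of the 2553 *primpol* peaks on Z, so most of the excess lay outside it. Below 0.5 there were 450 wild type and 1344 *primpol* peaks on Z, a ratio of 2.99 with an interval of 2.68 to 3.32. On chromosomes 1 to 15 there were 58 and 99 such peaks, a ratio of 1.71 with an interval of 1.23 to 2.36. The floor of relative lambda was 0.473 in wild type and 0.432 in *primpol*, so this band is wider in *primpol*. Low coverage is thus argued against as the whole cause in both bands, and a contribution below 0.5 stays open. Chromosome W, with relative lambda of 0.498 in wild type and 0.432 in *primpol*, held 5 and 16 peaks. Its ratio of shares was 2.74, with an interval of 1.0025 to 7.47, in the same direction as Z but from few peaks. Unplaced sequences, with relative lambda of 0.541 and 0.478, had a ratio of 1.05. GC content, a single DRIP library that differs from its partner, and the loss of PrimPol or another difference between the 2 cell lines remain open and were not tested.

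Chromosomes 16 to 33 showed the opposite, with 0.680 times as large a share in the *primpol* list. Here 51.9% of wild type and 65.8% of *primpol* peaks had a partner, which left 1013 and 572 peaks without one. The ratio of shares followed chromosome length, with a Spearman correlation of 0.893 over the 28 numbered chromosomes with at least 50 wild type peaks. Chromosomes are not replicates, and no p-value is given. Depth is again argued against as the whole cause, since the ratio was 0.656 after scaling. Among the 20000 top peaks of each list the ratio was 0.5996, further from 1 than over all peaks. This argues against weak peaks as the whole cause, although that set still includes many peaks near the threshold. Relative lambda on these chromosomes was 0.979 times the wild type value, just below the range of chromosomes 1 to 15, as lower input coverage in *primpol* would give. Other values argue against it as the whole cause. Chromosomes 20, 22, 25 and 33 did not have lower relative lambda in *primpol*, yet their share was 0.665 times that of wild type, with an interval of 0.594 to 0.744. The other 9 chromosomes had lower relative lambda and a ratio of shares of 0.689, with an interval of 0.638 to 0.745, which is no lower. On Z relative lambda was also lower in *primpol*, while the share was higher. Small chicken chromosomes differ from large ones in base composition, so a GC-dependent difference between the DRIP libraries may contribute, which was not tested because no sequence was used here. A difference due to genotype also stays open.

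The longer *primpol* list may in part reflect the depth of its input. After its heights and lambda were scaled to the wild type input depth, 29985 peaks remained, which is 72.3% of the wild type number. In simulated lists with no difference in enrichment, the deeper list held 142% as many peaks as the shallower one before scaling and 101% after it. The *primpol* list held 117% before scaling and 72.3% after it, so depth alone, as simulated, matched neither value. The simulation assumed a distribution of enrichment and raised lambda by the ratio of input tags, 1.31. Within 1-to-1 pairs lambda rose by a median factor of 1.52. The scaling used averages over whole peaks. A true difference in the number of sites between genotypes, in either direction, was not excluded.

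The higher deposited heights in *primpol* are consistent with their scaling to the input of each genotype. The ratio of medians was 0.971 after division by the number of input tags. Scaling to total tags also removes any rise that the whole genome shares, so this ratio does not exclude one. Neither scale is the spike-in scale the study used, and an increase on that scale was not tested. Lambda rose by a median factor of 1.52 within 1-to-1 pairs, although the genome background rose by 1.34. The *primpol* input was thus relatively higher at shared peaks, which lowers fold enrichment there, and the reason was not tested.

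Peaks found in 1 list may largely be peaks near the threshold. Their median height percentile was 37.0 in wild type and 33.02 in *primpol*, below the 55.4 and 61.7 of shared peaks, and their median −log10 q-values of 1.35 and 1.40 were below 1.59 and 1.72. Gain or loss of individual sites between genotypes stays open and was not tested, as it would need separate replicates.

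Peaks on chromosomes 2, 20 and 24 had high relative lambda in both lists, at 1.38, 1.505 and 1.40 in wild type and 1.43, 1.53 and 1.32 in *primpol*. Chromosomes 16 and 25 were also raised, from few peaks. The other chromosomes from 1 to 15 were between 0.918 and 1.05 in both lists. Extra copies of whole chromosomes in both cell lines would raise all of chromosome 2. Its lowest window of 10 Mb was at 1.30 in wild type and 1.34 in *primpol*, above the highest windows of chromosomes 1, 3, 4 and 5 at 1.03 and 1.04. This is consistent with an extra copy of chromosome 2 in both lines, and the windows were not tested on chromosomes 20 and 24. Chromosome 2 also held 62.4 wild type peaks per Mb, compared with 47.7 on chromosome 1. Deposited heights therefore carry differences between chromosomes that both lists share, and the rank correlation of heights was 0.780 over all pairs and 0.538 within chromosome 1.

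The effective genome size used in peak calling, 1870 Mb, was 1.82 times the summed last peak ends of all sequences, 1027 Mb, which is a lower bound of their length. It sets the genome background, which was the local lambda of 1.40% of wild type and 1.61% of *primpol* peaks.

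The *primpol* list here held 48468 peaks. That is slightly lower than the value quoted from the study above. The share of peaks with a partner here was 69.7% for wild type and 57.8% for *primpol*. Both are lower than the value quoted from the study above. The labels gave 3.75 DT40 cells to 1 S2 cell. That ratio is lower than the one quoted from the study above.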
